A study of Gossypium hirsutum with 6 samples. Its data were reported in "Profiling of H3K4me3 and H3K27me3 and Their Roles in Gene Subfunctionalization in Allotetraploid Cotton" (2021).

How the data were processed

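Leaves of TM-1 plants 20 days old were used for ChIP-seq after digestion of chromatin with micrococcal nuclease. Samples were grouped by their labels into H3K4me3, H3K27me3 and input, with 2 libraries each. The first library of each group carries no number in its label and is called replicate 1 here. According to the methods of the study, the authors trimmed reads by quality and length with fastp and aligned them with Bowtie2 to a published G. hirsutum TM-1 genome. They removed duplicates with Picard and reads of low mapping quality with samtools, and called peaks with the MACS2 peak caller without its fragment model. H3K27me3 peaks were called in broad mode, which joins neighbouring enriched stretches, and H3K4me3 peaks in narrow mode. Lists differ between libraries, so peaks were not called on pooled libraries. The MACS2 version and whether the input libraries served as control are not stated. Mode and mark go together, so widths and numbers of peaks are not comparable between marks as such, and they are compared between subgenomes within each list.

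The deposited lists hold only 3 columns (chromosome or scaffold, start and end, in bp), as the authors' peak caller placed them, without a height, score, fold enrichment or read number per peak. The lists thus do not show the depth of a library or the precision that follows from it, and read totals were not used here. Lists of deeper libraries usually hold more and weaker peaks, so numbers of peaks are not compared between libraries. Read totals given by the study entered no result, but they do not follow the lengths of the lists. H3K4me3 replicate 1, with the longest list, had the fewest uniquely mapped reads among the antibody libraries. Peaks were used as listed. Results of the subgenome comparisons use the 26 chromosomes, and peaks on scaffolds were added as an alternative where the scaffold names its chromosome. No genome sequence or annotation of the authors' assembly was used here. Chromosome length was taken as the distance from the first to the last peak over the 4 lists, and no gene is named.

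The main results use the replicate 1 lists, as the study called the peaks of its analyses on its first replicate and kept the second as a check of repeatability. The names that the replicate 2 lists were deposited under carry the other mark than the labels of their samples. Labels were followed for grouping, and these lists are called the list labelled H3K4me3 replicate 2 and the list labelled H3K27me3 replicate 2 throughout.

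Overlaps were counted at a minimum of 1 bp in Python 3.11.15 with numpy 2.4.6. Shares of peaks have exact Clopper-Pearson 95% intervals (scipy 1.17.1), which treat peaks as independent and cover counting error only. Subgenomes were compared over the 13 pairs of A and D chromosomes of the same number, with an exact two-sided sign-flip permutation test of the mean over all 8192 sign patterns. The smallest p that this test can give is 0.000244. Benjamini-Hochberg adjustment covered 10 tests, with a threshold of 0.05. Overlap of both marks was compared with 1000 circular shifts of one list within each chromosome, with a two-sided permutation p whose smallest value is 0.002. Figures were drawn with matplotlib 3.10.9.

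The regions named were set by a rule fixed before the data were examined: the widest peak of each mark and the longest stretch under both marks in each subgenome in the replicate 1 lists, and for each mark the chromosome pairs with the highest and lowest D to A ratio of peak number. Alternatives fixed at the same time were the replicate 2 lists by label, replicate 1 peaks found in the replicate 2 list of the same label, a width minimum of 500 bp, merging of peaks under 500 bp apart, added scaffolds, omission of each chromosome pair, unpaired chromosomes (100000 permutations), covered bases, mean widths, overlap of 50% of one or both peaks, 3 kb or the widest 5% as broad, and local shifts. An alternative that needs a peak score was not run. Alternatives with exchanged replicate 2 labels, with replicate 1 peaks found in the replicate 2 list of the other label, with pairs 2 and 3 crossed, with chromosome lengths from the replicate 1 lists alone, and for the numbers of peaks per library were chosen after the data were seen.

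The tests were tested on simulated data. Among 200 simulated sets without a difference on 26 chromosomes, 5% had any of the 10 adjusted p-values under 0.05. In 200 simulated sets with a D to A difference in H3K27me3 peak number, the mean log2 ratio found was 0.26, as was the ratio put in. The shift test called 2.5% of 40 independent simulated lists. Their peaks lay at random along chromosomes of equal length, so this does not test lists whose peaks cluster in the same regions. Overlap counts were checked against bedtools 2.31.1, and 0 of 48 counts differed.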

Results

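To profile a mark of active genes and a mark of repressed genes in a polyploid crop, chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out on leaves of upland cotton (Gossypium hirsutum, line TM-1) at an age of 20 days. Upland cotton is an allotetraploid: its nucleus carries an A subgenome and a D subgenome, each of 13 chromosomes. H3K4me3 and H3K27me3 are trimethylated lysines of histone H3, the former usually found at transcribed genes and the latter at silenced ones. The 6 samples comprised 2 libraries for each mark and 2 input libraries without antibody. One list of called peaks from each of the 4 antibody libraries was analysed here, and no list of the input libraries was used. The lists hold the positions of peaks without heights or read numbers, so they do not show the sequencing depth of a library. Read totals were not used here, and the intervals given for shares of peaks cover counting error only.

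The replicate 1 lists held 76736 H3K4me3 peaks and 23427 H3K27me3 peaks. The list labelled H3K4me3 replicate 2 held 27586 peaks and the list labelled H3K27me3 replicate 2 held 46758. On the 26 assembled chromosomes there were 69877 and 20749 peaks in the replicate 1 lists of H3K4me3 and H3K27me3, and 24430 and 42643 in the lists labelled H3K4me3 replicate 2 and H3K27me3 replicate 2. A width minimum of 500 bp changed these numbers most, leaving 34612 peaks of H3K4me3 replicate 1 and 19939 of the list labelled H3K27me3 replicate 2. With 2 libraries per mark, values are given for each library. A comparison of 2 against 2 libraries cannot go below an exact two-sided permutation p of 0.333, so no test was made between libraries.

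Peak widths separated the 4 lists into a narrow pair and a broad pair that crossed the antibody labels. The median width on the chromosomes was 495 bp for H3K4me3 replicate 1 and 474 bp for the list labelled H3K27me3 replicate 2. It was 1379 bp for H3K27me3 replicate 1 and 1230.5 bp for the list labelled H3K4me3 replicate 2. The widest peaks of these lists were 4288, 2698, 38193 and 37667 bp, in the same order. Peaks of at least 2 kb made up 0.258% (95% exact binomial interval 0.221 to 0.298%) of H3K4me3 replicate 1 and 37.3% (36.6 to 38.0%) of H3K27me3 replicate 1. H3K4me3 replicate 1 peaks covered 39.8 Mb and H3K27me3 replicate 1 peaks 47.8 Mb of the chromosomes, or 2.06% and 2.47% of the length between the outermost peaks. The lists labelled H3K4me3 replicate 2 and H3K27me3 replicate 2 covered 50.3 and 22.3 Mb. In the replicate 1 lists the mode of calling goes with the mark, so these values do not compare the marks as such.

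**Figure D1:**
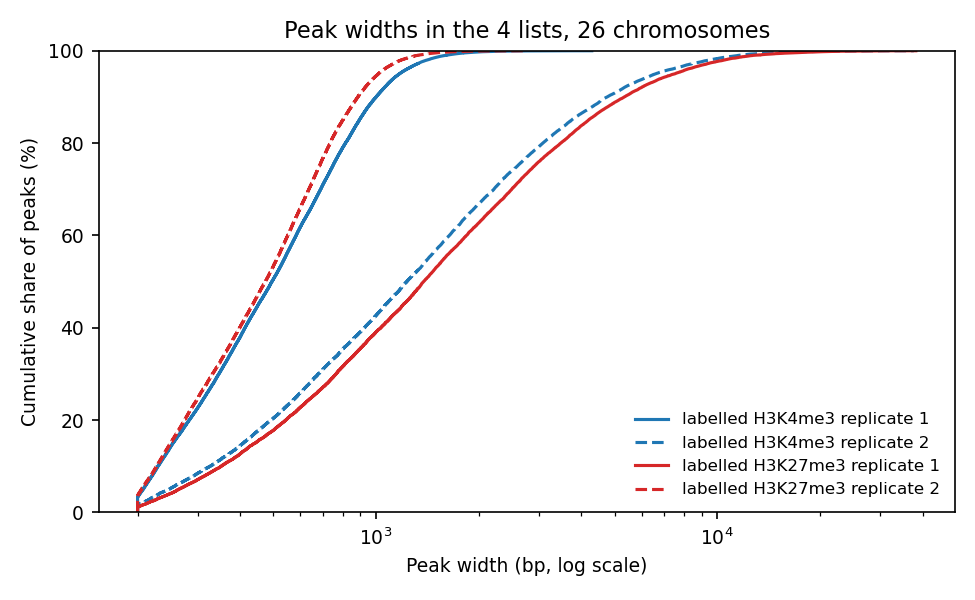
Cumulative share of peaks (%) against peak width (bp, log scale) on the 26 chromosomes, with 1 line per list, colours for the antibody label and dashes for replicate 2. H3K4me3 replicate 1 (median 495 bp) runs beside the list labelled H3K27me3 replicate 2 (474 bp), and H3K27me3 replicate 1 (1379 bp) beside the list labelled H3K4me3 replicate 2 (1230.5 bp).

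To examine whether the peaks of each mark were found again in its second library, the share of peaks overlapping another list by at least 1 bp was counted over whole lists. The list labelled H3K4me3 replicate 2 overlapped 14.2% (13.99 to 14.49%) of the H3K4me3 replicate 1 peaks, and the list labelled H3K27me3 replicate 2 overlapped 52.8% (52.4 to 53.1%) of them. Of the H3K27me3 replicate 1 peaks, 2.90% (2.69 to 3.12%) were overlapped by the list labelled H3K27me3 replicate 2 and 91.0% (90.6 to 91.3%) by the list labelled H3K4me3 replicate 2. In the other direction, 89.5% of the 46758 peaks labelled H3K27me3 replicate 2 lay on H3K4me3 replicate 1 and 1.58% on H3K27me3 replicate 1. Of the 27586 peaks labelled H3K4me3 replicate 2, 80.2% lay on H3K27me3 replicate 1 and 32.2% on H3K4me3 replicate 1. The Jaccard index, the shared bases divided by all bases covered by either list, was 0.747 for the list labelled H3K4me3 replicate 2 with H3K27me3 replicate 1 and 0.0499 with H3K4me3 replicate 1. For the list labelled H3K27me3 replicate 2 it was 0.394 with H3K4me3 replicate 1 and 0.00300 with H3K27me3 replicate 1. Each replicate 2 list thus shared more bases with the replicate 1 list of the other label than with that of its own label. The study reported that reads of both replicates of each mark correlated well. Overlap of lists by label is not a test of that. Requiring an overlap of 50% of both peaks moved these shares most, to 1.60% for H3K4me3 replicate 1 in the list labelled H3K4me3 replicate 2 and 37.0% in the list labelled H3K27me3 replicate 2, and the order of the lists stayed as it was.

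**Figure D2:**
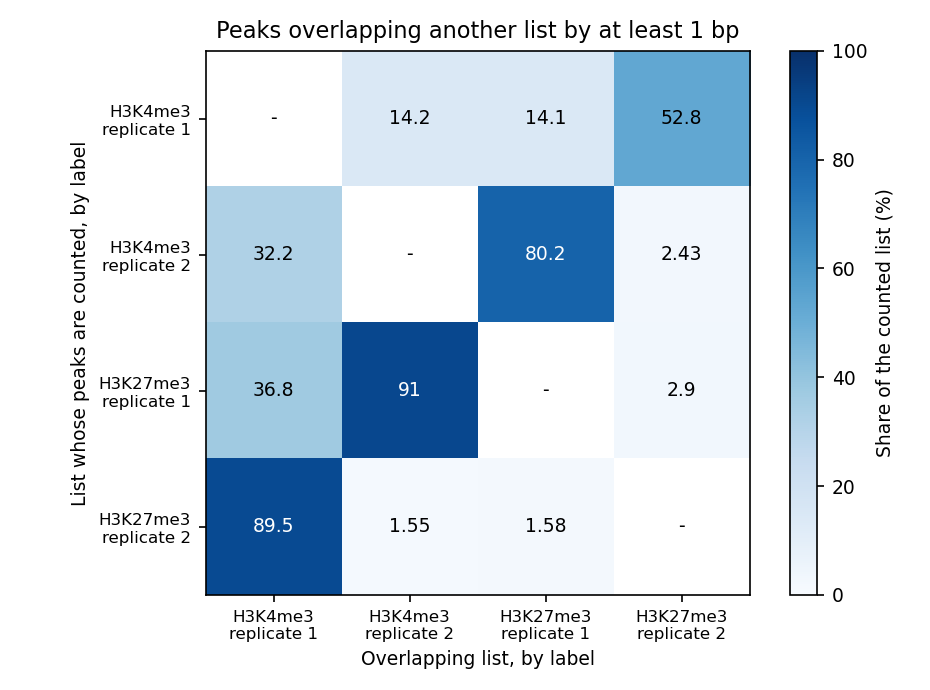
Share (%) of the peaks of the list in each line that overlap the list in each column by at least 1 bp, with lists named by their antibody label. The shares above 50% all join a replicate 1 list with the replicate 2 list of the other label, at 89.5%, 91.0%, 80.2% and 52.8%.

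To compare the subgenomes, the replicate 1 lists were counted on each chromosome, and the A and D chromosomes of the same number were set against each other. On the A and D chromosomes there were 33848 and 36029 H3K4me3 peaks, and 9381 and 11368 H3K27me3 peaks, so that 51.6% (51.2 to 51.9%) of H3K4me3 and 54.8% (54.1 to 55.5%) of H3K27me3 peaks lay on D chromosomes. Over the 13 chromosome pairs, the log2 ratio of D to A peak number was 0.27 ± 0.19 (SD over pairs) for H3K27me3, with more peaks on the D chromosome in 12 of 13 pairs (exact two-sided sign-flip permutation p = 0.000488, Benjamini-Hochberg adjusted p = 0.00163 over the 10 tests of this family). For H3K4me3 the ratio was 0.10 ± 0.21, with D higher in 11 of 13 pairs, and did not pass the threshold of 0.05 (exact permutation p = 0.100, adjusted p = 0.143). The difference between both ratios was 0.17 ± 0.15, with a higher ratio for H3K27me3 in 12 of 13 pairs (exact permutation p = 0.00269, adjusted p = 0.00537). These tests describe how the peaks of a single library per mark were spread over chromosomes, and chromosome pairs are not biological replicates. The H3K4me3 ratio moved most, to 0.30, for the replicate 1 peaks found in the replicate 2 list of the same label. The replicate 2 lists taken by their labels gave 0.28 for H3K4me3, and moved the H3K27me3 ratio most, to 0.04, and the difference, which reversed to -0.25. With the labels of the replicate 2 lists exchanged, a choice made after the overlaps were seen, the same 3 values were 0.04, 0.28 and 0.25.

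The chromosome pair with the highest ratio was pair 2 for both marks, with 1932 H3K4me3 peaks on A02 and 2714 on D02, and 525 H3K27me3 peaks on A02 and 879 on D02. The lowest ratio was found for pair 3 for both marks, with 2280 H3K4me3 peaks on A03 and 1841 on D03, and 561 H3K27me3 peaks on A03 and 553 on D03. Without pair 3, the H3K4me3 ratio was 0.14 and passed the threshold (exact permutation adjusted p = 0.00488). Pairing A02 with D03 and A03 with D02, a choice made after these values were seen, left the H3K4me3 mean at 0.10 with a smaller spread of 0.14 (SD), which also passed (exact permutation adjusted p = 0.0115).

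The A chromosomes were longer than the D chromosomes: the lengths between the outermost peaks summed to 1160.0 Mb for A and 774 Mb for D. Per Mb there were 29.2 H3K4me3 peaks on A and 46.5 on D chromosomes, and 8.09 and 14.7 H3K27me3 peaks. The log2 ratio of D to A density was 0.68 ± 0.12 for H3K4me3 and 0.85 ± 0.19 for H3K27me3, higher on D in 13 of 13 pairs for each mark. Both had an exact permutation p = 0.000244 (adjusted p = 0.00122), the smallest that 13 pairs can give. Each A chromosome was longer than its D partner, and this difference in length makes up most of both density ratios. The ratios of peak number were 0.10 for H3K4me3, which did not pass the threshold, and 0.27 for H3K27me3.

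**Figure D3:**
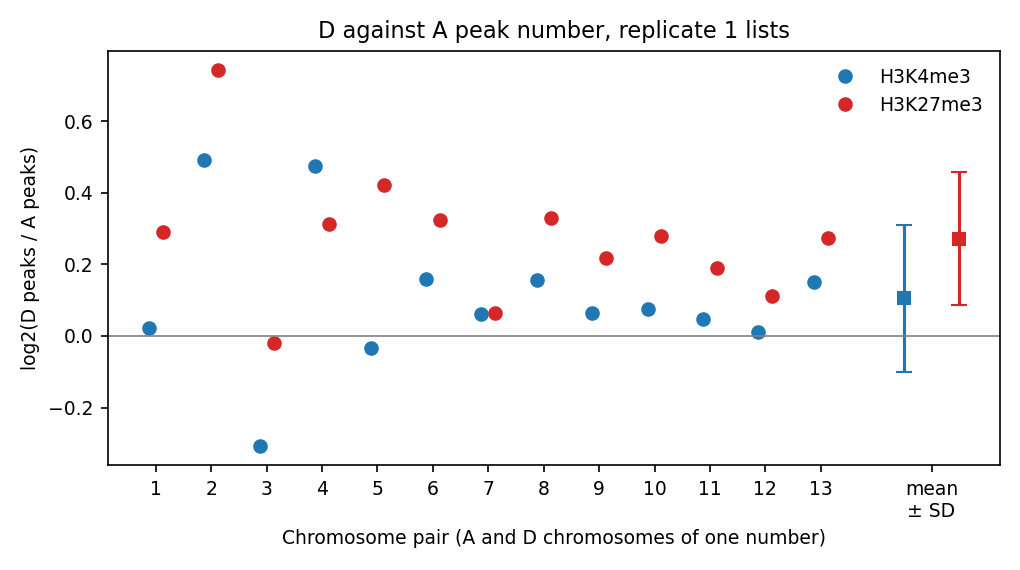
Log2 ratio of the number of peaks on the D chromosome to that on the A chromosome for each of the 13 chromosome pairs in the replicate 1 lists of H3K4me3 (blue) and H3K27me3 (red), with squares and bars for the mean ± SD over pairs. H3K27me3 lies above 0 in 12 of 13 pairs (mean 0.27) and H3K4me3 in 11 of 13 (mean 0.10), with pair 3 lowest for both marks.

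Peak widths were compared between subgenomes in the same way. The median H3K4me3 width was 493 bp on A and 498 bp on D chromosomes, and the log2 ratio of medians was 0.01 ± 0.05 over pairs (D wider in 9 of 13, exact permutation p = 0.548, adjusted p = 0.609). The median H3K27me3 width was 1320 bp on A and 1434.5 bp on D chromosomes, with a log2 ratio of 0.12 ± 0.12 (D wider in 11 of 13, exact permutation p = 0.00342, adjusted p = 0.00570). This ratio was -0.03 in the list labelled H3K27me3 replicate 2 and 0.08 in the list labelled H3K4me3 replicate 2. Genes under broad H3K4me3 were of particular interest in the design. The study set them by clusters of read signal around gene starts, which the lists do not hold. As a different measure, the share of H3K4me3 peaks of at least 2 kb was compared. It was 0.227% on A and 0.286% on D chromosomes, and the mean difference of 0.0546 ± 0.190 percentage points over pairs was smaller than their spread (D higher in 7 of 13, exact permutation p = 0.317, adjusted p = 0.396).

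To examine where both marks were called at the same place, overlaps of at least 1 bp between the replicate 1 lists were counted. On A chromosomes 4422 of 33848 H3K4me3 peaks (13.1%, 12.7 to 13.4%) overlapped an H3K27me3 peak, and on D chromosomes 5349 of 36029 (14.8%, 14.5 to 15.2%). The share was 1.66 ± 1.31 percentage points higher on D over the chromosome pairs (12 of 13, exact permutation p = 0.000732, adjusted p = 0.00183). It was 0.344 points higher in the replicate 2 lists taken by their labels, and 0.0578 points higher when an overlap of 50% of both peaks was required, neither of which passed the threshold. With the labels of the replicate 2 lists exchanged it was 0.435 points higher, in 10 of 13 pairs, and passed (exact permutation adjusted p = 0.0187). None of these differences was set against chance overlap within each subgenome. H3K27me3 replicate 1 peaks covered 20.4 of 1160.0 Mb on A and 27.4 of 774 Mb on D chromosomes. Random placement would thus also give a higher share on D, so the difference does not show a closer association of both marks there. The share of H3K27me3 peaks overlapping H3K4me3 was 37.7% (36.7 to 38.6%) on A and 37.3% (36.4 to 38.2%) on D chromosomes, a mean difference of -0.124 ± 2.84 percentage points (D higher in 5 of 13, exact permutation p = 0.878, adjusted p = 0.878). The number of pairs of overlapping peaks was 4425 on A and 5365 on D chromosomes, and 4908 and 5733 when scaffolds assigned to a chromosome were added.

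Chance overlap was estimated by moving the H3K27me3 peaks along each chromosome by random offsets 1000 times. On the 26 chromosomes 9771 H3K4me3 replicate 1 peaks overlapped H3K27me3 replicate 1, against a mean of 2453 after the shifts (central 95% from 2079 to 2851), which was 3.98-fold more (two-sided permutation p = 0.002, the smallest that 1000 shifts can give). When every peak was moved by its own offset of 20 to 500 kb, to keep the shifted peaks in the same chromosome regions, the ratio was 2.76 (permutation p = 0.002). The alternative that moved the log2 ratio most, from 1.99 to 5.79, kept the replicate 1 peaks found in the replicate 2 list of the same label, which were 10924 H3K4me3 and 679 H3K27me3 peaks of the whole lists. The replicate 2 lists that select these peaks themselves lay mostly on the replicate 1 list of the other mark. The share was 80.2% for the list labelled H3K4me3 replicate 2 and 89.5% for the list labelled H3K27me3 replicate 2. The selection thus favours overlapping peaks, so this rise does not test the overlap of both marks. The excess found for H3K4me3 replicate 1 was not seen with the other narrow list. That list, labelled H3K27me3 replicate 2, overlapped H3K27me3 replicate 1 with 669 peaks against 1451 after circular shifts (0.461-fold, permutation p = 0.002), and the list labelled H3K4me3 replicate 2 with 653 against 1558 (0.419-fold, permutation p = 0.002). H3K4me3 replicate 1 and the list labelled H3K4me3 replicate 2 overlapped at 9835 peaks against 2637 (3.73-fold, permutation p = 0.002).

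**Figure D4:**
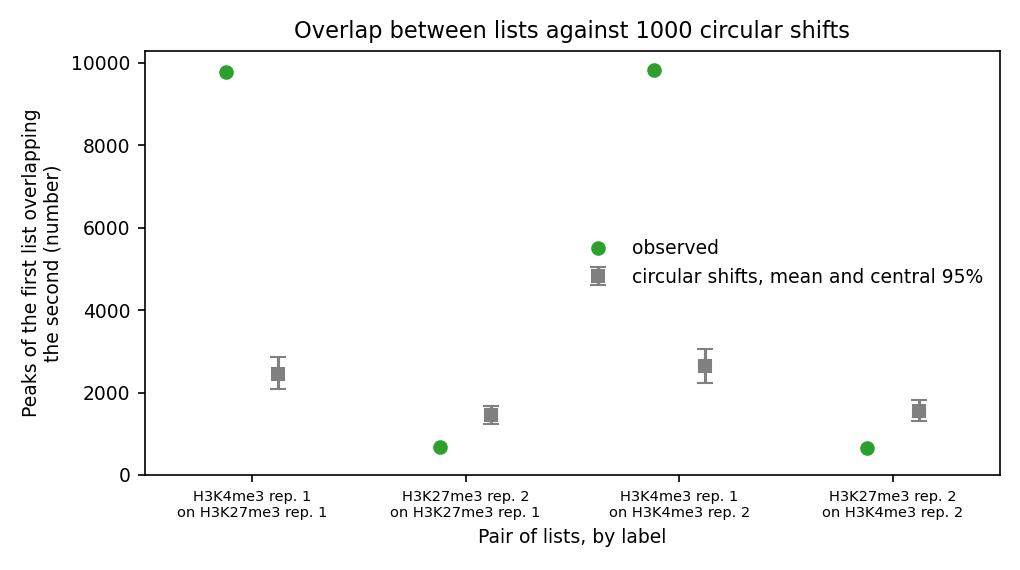
Number of peaks of the first list that overlap the second list on the 26 chromosomes (green circles) and after 1000 circular shifts of the second list (grey squares, mean, with bars for the central 95%), for 4 pairs of lists named by label. H3K4me3 replicate 1 lies above the shifted values with both broad lists (9771 against 2453 and 9835 against 2637), and the list labelled H3K27me3 replicate 2 lies below them (669 against 1451 and 653 against 1558).

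Positions are given in the TM-1 assembly used by the authors, counted from 1. No gene annotation of that assembly was used here, so the genes at these positions are not given. The widest H3K4me3 replicate 1 peak of the A subgenome spanned 3070 bp on chromosome A10 (94927891 to 94930960). No peak of either broad list lay there, and 3 peaks of the list labelled H3K27me3 replicate 2 covered 38.8% of it. The widest one of the D subgenome spanned 4288 bp on chromosome D11 (65244365 to 65248652). It held no peak of the list labelled H3K27me3 replicate 2, and peaks of H3K27me3 replicate 1 and of the list labelled H3K4me3 replicate 2 covered 30.5% and 24.6% of it.

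The widest H3K27me3 replicate 1 peaks spanned 22859 bp on chromosome A06 (94351565 to 94374423) and 38193 bp on chromosome D05 (55445876 to 55484068). A single peak of the list labelled H3K4me3 replicate 2 covered 94.9% of the former and 98.4% of the latter, and no peak of the list labelled H3K27me3 replicate 2 lay in either. H3K4me3 replicate 1 had 3 peaks covering 4.72% of the A06 region and 7 peaks covering 9.90% of the D05 region. The longest stretches under a peak of both marks in the replicate 1 lists spanned 2300 bp on chromosome A05 (62915483 to 62917782) and 3583 bp on chromosome D05 (30983694 to 30987276). The list labelled H3K4me3 replicate 2 covered 100% and 99.5% of them, and the list labelled H3K27me3 replicate 2 had no peak there, so that the narrow peak at both places was seen in a single library.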

Values the study reported

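The study reported 75,516 H3K4me3 peaks, of which 37,499 lay in the A subgenome and 38,017 in the D subgenome. For H3K27me3 it reported 22,543 peaks, with 10,322 in the A subgenome and 12,221 in the D subgenome. It counted 10,641 loci at which peaks of both marks shared 1 bp or more, 4,908 of them in the A subgenome and 5,733 in the D subgenome.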

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

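Of the tests below, those that bear on the mode of peak calling were chosen only after the results were seen, as was the use of covered bases alone for the splitting of broad regions.

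The D to A ratio of peak number differed between the marks in the replicate 1 lists. The log2 ratio was 0.167 ± 0.147 (SD over 13 chromosome pairs) higher for H3K27me3 than for H3K4me3, higher in 12 of 13 pairs (exact permutation p = 0.00269, adjusted p = 0.00537). Sequence of the A subgenome left on scaffolds would bring the difference towards 0 once these scaffolds are added, but it was 0.195 with them. Broad regions split into more peaks on D chromosomes would lose the difference by covered bases, where it was 0.273. Merging peaks under 500 bp apart gives 0.169 but tests little, since the closest neighbours in the H3K27me3 replicate 1 list are 589 bp apart and that list is left as it was. A better assembled or more mappable D subgenome stays open. It would leave no difference if it acted alike on both marks, but the difference of 0.167 is the pattern itself and does not test this, and the marks differ in their share on scaffolds that name no chromosome (3.77% of H3K27me3 and 1.59% of H3K4me3 replicate 1 peaks). Also open is the mode of calling, which goes with the mark: broad calling of one mark and narrow calling of the other cannot be told apart from a difference between marks. The replicate 2 lists with their labels exchanged gave 0.246, but they fall into the same modes by their widths. By their labels they gave -0.246. The study also plotted read counts over genes, which do not rest on a mode of peak calling. It found them alike in both subgenomes for H3K4me3 and higher on D for H3K27me3. Read counts over genes are another measure than numbers of peaks, so they bear on the mode of calling without settling it for these lists. A difference between the subgenomes in the spread of H3K27me3 is a candidate explanation that these lists leave open.

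The D to A ratio of median width also differed between the marks in replicate 1. The log2 ratio was 0.108 ± 0.137 higher for H3K27me3, in 10 of 13 pairs (exact permutation p = 0.0166, not adjusted). If short peaks set the medians, the difference would go once peaks under 500 bp are left out. It was then 0.0883 in 9 of 13 pairs (exact permutation p = 0.0608), which is neither 0 nor past the threshold, so this explanation could hold in part. The mode of calling is again tied to the mark, and the replicate 2 lists with exchanged labels, at 0.105 in 12 of 13 pairs, cannot tell them apart. By their labels these lists gave the reverse, -0.105, above 0 in 1 of 13 pairs (exact permutation p = 0.00366).

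Scaffolds that name no chromosome enter none of the comparisons of subgenomes, but they carried peaks in all 4 lists. They held 3.77% of the H3K27me3 replicate 1 list (95% exact interval 3.53 to 4.03%) and 1.59% (1.50 to 1.68%) of the H3K4me3 replicate 1 list. The list labelled H3K4me3 replicate 2 had 3.56% (3.35 to 3.79%) of its peaks there and the list labelled H3K27me3 replicate 2 had 1.55% (1.44 to 1.66%). The broad lists thus had the larger shares. If scaffold ends cut broad regions into several pieces, the difference would go when bases are counted in place of peaks. By covered bases the H3K27me3 replicate 1 share was 2.55% and that of H3K4me3 replicate 1 was 1.40%, a ratio of 1.82, so this explanation does not account for all of it. What sequence these scaffolds hold was not analysed here, and no biological explanation was tested.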

How the results depend on the processing

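The exchange of the replicate 2 labels, the replicate 1 peaks found in the replicate 2 list of the other label, the crossing of chromosome pairs 2 and 3, chromosome lengths from the replicate 1 lists alone, and the alternatives for the numbers of peaks per library were chosen after the data were seen. Of 265 values under an alternative, 222 were classed as unchanged. For tested results this means the same direction and side of the threshold. Counts and shares of peaks were not judged by a common tolerance. With a width minimum of 500 bp, 19451 in place of 24430 peaks labelled H3K4me3 replicate 2 was classed as unchanged. For H3K27me3 replicate 1 peaks in that list, 80.8% at 50% of their own length, against 91.0%, was classed as moved. The 222 include values that could not change, such as numbers of peaks in the broad lists after merging. Outside the 222, 11 values were weaker, 7 were stronger, 15 reversed and 10 moved. Weaker and stronger refer to the threshold and not to size: a weaker result kept its direction but no longer passed, and a stronger one passed where the main result did not. Both D to A densities kept their direction and stayed past the threshold under all 24 alternatives. The greater length of the A chromosomes enters these ratios under each alternative and makes up most of the main values. Their stability thus says little on the peaks themselves. Leaving out each chromosome pair in turn, the log2 density ratio ranged from 0.67 to 0.69 for H3K4me3 and from 0.83 to 0.87 for H3K27me3. Other alternatives moved it further, from 0.612 to 0.881 for H3K4me3 and from 0.615 to 0.969 for H3K27me3. With the replicate 2 lists by label the order of the marks reversed, at 0.861 for H3K4me3 and 0.615 for H3K27me3.

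With the replicate 2 lists by label in place of the replicate 1 lists, the log2 ratio of peak number was 0.284 for H3K4me3 (stronger), 0.0373 for H3K27me3 (weaker) and -0.246 for their difference (reversed). The width ratio was 0.0795 for H3K4me3 (stronger) and -0.0253 for H3K27me3 (reversed). The share of H3K4me3 on H3K27me3 differed by 0.344 points (weaker), that of H3K27me3 on H3K4me3 by 0.435 points (reversed) and that of H3K4me3 peaks of at least 2 kb by 2.25 points (stronger). The overlap of both marks against shifted peaks was -1.14 on the log2 scale (reversed). With exchanged labels, 7 of the 10 subgenome results kept their direction and side, among them the share of H3K4me3 on H3K27me3, which fell from 1.66 to 0.435 points. The exceptions had not passed the threshold and did not pass it here: the H3K4me3 width ratio of -0.0253, the share of H3K27me3 on H3K4me3 of 0.344 points and the share of H3K4me3 peaks of at least 2 kb of -0.0137 points (all reversed). The overlap against shifted peaks was -1.25 (reversed). It was -1.26 (reversed) for replicate 1 peaks found in the replicate 2 list of the other label, where the difference in the share of H3K4me3 on H3K27me3 was 0.302 points (weaker) and that of H3K27me3 on H3K4me3 0.207 points (reversed). The tested results count replicate 1 peaks alone, but chromosome lengths, used for the densities and the shifts, came from all 4 lists. Without replicate 2, the log2 density ratios were 0.682 for H3K4me3 and 0.849 for H3K27me3, and the overlap against shifted peaks was 1.99. Overlaps between replicates need both. No paired analysis was possible because no test compares libraries.

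For replicate 1 peaks found in the replicate 2 list of the same label, the log2 ratio of peak number was 0.303 for H3K4me3 (stronger), 0.336 for H3K27me3 (larger than the main 0.272, but weaker with its SD of 0.597 over pairs) and 0.0330 for their difference (weaker). The width ratio was 0.0237 for H3K27me3 (weaker) and -0.00251 for H3K4me3 (reversed). The share of H3K4me3 on H3K27me3 differed by 0.424 points (weaker) and that of H3K27me3 on H3K4me3 by 5.45 points (reversed, not past the threshold). The overlap of both marks against shifted peaks rose from 1.99 to 5.79 on the log2 scale. The lists that select these peaks themselves lie mostly on the replicate 1 list of the other mark. The selection thus favours overlapping peaks, so the rise does not test the overlap of both marks. This alternative leaves 679 of 23427 H3K27me3 peaks, so the loss of peaks alone widens the spread.

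Without pairing, the 26 chromosomes gave the same means of 0.272 for the H3K27me3 number, 0.167 for the difference between marks and 1.66 points for the share of H3K4me3 on H3K27me3, which no longer passed (permutation adjusted p = 0.167, 0.103 and 0.103), because the spread between chromosomes of different number enters. Leaving out each pair in turn, adjusted p ranged from 0.00163 to 0.00326, from 0.00122 to 0.0107 and from 0.00122 to 0.00366 in these 3 results. The H3K4me3 number was 0.139 without pair 3 (stronger), whose ratio of -0.309 was the lowest, and an unchanged 0.105 with a smaller spread with pairs 2 and 3 crossed (stronger). Over the omission of single pairs its adjusted p ranged from 0.00488 to 0.287, so pair 3 decides this call. The difference in the share of H3K27me3 on H3K4me3, which was not told from 0, changed sign to 0.131, 0.0903 and 0.355 points without pair 2, 3 and 5.

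With an overlap of 50% of both peaks the share of H3K4me3 on H3K27me3 differed by 0.0578 points (weaker), and with broad set at 3 kb the H3K4me3 share differed by 0.0187 points (stronger, though smaller than the main 0.0546 points). The cause was not tested for either. The share of H3K4me3 replicate 1 peaks found in the list labelled H3K4me3 replicate 2 was 12.1% at 50% of their own length and 1.60% at 50% of both peaks, against 41.9% and 37.0% in the list labelled H3K27me3 replicate 2. For H3K27me3 replicate 1 these shares were 0.700% and 0.568% in the list labelled H3K27me3 replicate 2, and 80.8% and 67.4% in the list labelled H3K4me3 replicate 2. A width minimum of 500 bp left 19939 peaks labelled H3K27me3 replicate 2 and 34612 of H3K4me3 replicate 1. Merging peaks under 500 bp apart left both broad lists as they were. The alternative that keeps the peaks of highest score was not run, as the lists carry no score. Without heights, the lists do not show which peaks lie near the calling threshold, which limits each comparison of a longer with a shorter list.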

Other observations

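The tests of exchanged labels, of wide but low peaks and of both marks in the replicate 1 leaves only were chosen after the results were seen, and the second test of carry-over was written after the first had been seen.

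Each replicate 2 list resembled the replicate 1 list of the other antibody label. The Jaccard index with the other label was 14.97 times that with its own label for the list labelled H3K4me3 replicate 2, and 131 times for the list labelled H3K27me3 replicate 2. The widths cross in the same way, with medians of 1230.5 and 474 bp. So do the gaps between neighbouring peaks: the smallest gap was 589 bp in H3K27me3 replicate 1 and 541 bp in the list labelled H3K4me3 replicate 2, against 151 bp in H3K4me3 replicate 1 and 124 bp in the list labelled H3K27me3 replicate 2. Against circular shifts, H3K4me3 replicate 1 overlapped the list labelled H3K27me3 replicate 2 at 21.0-fold, and H3K27me3 replicate 1 the list labelled H3K4me3 replicate 2 at 15.7-fold (permutation p = 0.002 for each). These values are consistent with an exchange of the 2 labels, and the names under which these lists were deposited carry the exchanged marks as well. Either sample labels or list assignments may be the ones exchanged, which the lists do not show. The study reported a good correlation of reads between replicates of each mark, and reads were not used here. The low overlap by label thus describes the lists as labelled and not the repeatability that the study found. Since the modes of calling differ, a list called in the wrong mode would change widths and gaps but would not move peaks to the places of the other mark.

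H3K4me3 replicate 1 overlapped both broad lists 3.98-fold and 3.73-fold more than shifted peaks, whereas the narrow replicate 2 list overlapped them 0.461-fold and 0.419-fold. Of the 10836 H3K4me3 replicate 1 peaks on H3K27me3 replicate 1, 694 (6.40%) were found in the narrow replicate 2 list, against 58.0% of the other H3K4me3 replicate 1 peaks at the same widths, a ratio of 0.110. Of the 36254 peaks that were not found, 28.0% lay on H3K27me3, against 1.71% of those found. A general loss of weak peaks from the shorter list, with width standing in for strength, would give equal shares. The widest 46758 H3K4me3 replicate 1 peaks, as many as the narrow replicate 2 list holds, lay on H3K27me3 for 13.1%, against 1.58% of that list.

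Several explanations remain. H3K27me3-enriched DNA carried into the H3K4me3 replicate 1 library might give narrow peaks inside H3K27me3 regions. If so, H3K4me3 peaks missing from the narrow replicate 2 list would be denser in wide H3K27me3 peaks. With H3K27me3 peaks split by width into 5 classes, their density, counted by peak midpoints, was 305 per Mb in the narrowest class and 137 per Mb in the widest, a ratio of 0.450, against 13.1 per Mb outside H3K27me3 peaks. The density of the H3K4me3 peaks that were found fell further, from 51.7 to 4.12 per Mb, and the share of H3K27me3 peaks holding a missing peak rose from 10.7 to 59.3%, as wider peaks have more room. At equal width the density of missing H3K4me3 peaks was 0.976 times as high in H3K27me3 peaks found in the broad replicate 2 list as in those not found. These values decide nothing on carry-over, since width and repetition only stand in for strength. Peaks that are wide but low may have stayed under the calling threshold of the narrow replicate 2 list: among H3K4me3 replicate 1 peaks of at least 1000 bp, 20.2% of those on H3K27me3 were found against 82.1% of the others, and heights are needed to decide. Both marks on the same chromatin in the replicate 1 leaves only, where 36.8% of H3K27me3 peaks overlapped H3K4me3, cannot be told apart from carry-over by lists of positions. Read signal of the libraries of both narrow lists at the places with both marks would bear on peaks that are wide but low. It would not separate carry-over from both marks in the replicate 1 leaves only, as either could leave signal in replicate 1 alone. Sequential immunoprecipitation would be needed for that.

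With scaffolds assigned to a chromosome included, the replicate 1 lists held 75516 H3K4me3 peaks and 22543 of H3K27me3. The replicate 2 lists by label, counted in the same way, had 316 overlapping pairs of peaks of both marks in the A and 398 in the D subgenome. The replicate 1 lists gave 4908 and 5733 pairs in this way, the same as the numbers of loci with both marks quoted from the study above. The replicate 2 numbers are lower, but nothing is concluded from this, since numbers are not compared between libraries.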
